A study of Mus musculus with 12 samples.

How the data were processed

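Tumours grown in mice from 5 lines were profiled by single-cell RNA sequencing with the 10x Genomics 5' V(D)J kit, version 1.1, and Feature Barcode reagents, per the labels' protocols. The tumours were dissociated, each was stained with an oligonucleotide-tagged antibody (a TotalSeq-C hashtag), and live cells were sorted and pooled into libraries. Each line (SCC31, SCC32, SCC35, SCC37 and SCC40) had 1 library of its own, and 1 further library, called the mix library here, held tumours of SCC31, SCC35 and SCC40. The 12 deposited samples are the gene expression and hashtag parts of those 6 libraries. The authors' hashtag table gave the line, the outcome of the line (rejected or non-rejected), the day and the replicate number for 53 hashed samples: 43 tumours and 10 day 0 samples with no mouse listed.

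The matrices hold raw UMI counts, made by the authors with Cell Ranger 6.0.0 per the file headers, for 32285 genes and 10 hashtags per cell barcode. No normalisation had been applied to the deposited counts. The genome build and annotation are not given in the sources used here, so genes are given by the symbols and Ensembl identifiers of the deposited feature lists and no coordinates are given. Each library's barcodes had at least 500 gene UMIs. 40 gene symbols occur more than once in the feature list, and the genes were tested by identifier. No table of cell annotations was used, and all classes below were rebuilt from the counts.

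Cells were kept when they had at least 300 detected genes and at most 15% mitochondrial counts. A cell was assigned to the leading hashtag among those listed for its library when that hashtag had at least 10 counts and at least 2 times the next one. A cell whose next hashtag had at least 10 counts, with under 2 times as many for the leading one, was treated as a doublet and removed. Further doublets were called per library with Scrublet (scanpy 1.11.5, expected rate 0.08). In the SCC31 and SCC37 libraries its own threshold called 5 and 0 cells, so the median threshold of the other libraries (0.27) was used there and called 98 and 487 cells. Of 80184 barcodes, 55177 cells were kept and 55034 of these were assigned to 1 hashed sample.

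Counts per cell were scaled to 10000, log-transformed and reduced to 2000 variable genes (mitochondrial, ribosomal and antigen receptor segment genes left out) and 30 principal components. A shared-neighbour graph (15 neighbours) was clustered with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 1.0, which gave 27 clusters. Marker lists for 16 cell classes were fixed before the data were examined. A marker counted for a cluster when it was detected in at least 10% of its cells with a log2 fold change over 1 against all other cells. A cluster took a class name with at least 3 such markers, at least 1.5 times the number for the next class, and a marker among its 10 leading genes or at least 5 markers in all. A cluster was left unnamed when its leading genes held more markers of another class, or when no marker was among its leading genes and its cells' UMI counts lay below their libraries' medians by a factor of over 3. Clusters with over 40% of cells called by Scrublet were left unresolved.

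No cluster met the fixed melanocytic list, of which Tfap2a, detected in 16.8% of the cells concerned, and Mitf, in 8.72%, were the most abundant. The comparisons planned for malignant-like cells were therefore made on unnamed clusters in which at most 5% of cells had an Xist UMI, called Xist-low cells. This class, and the numeric thresholds of the naming rule, were set after the data had been seen. Xist is transcribed from the inactive X chromosome, and it was detected in 49.6% of macrophage-like cells and in 53.2% to 77.2% of the cells of the other named classes. Xist-low clusters 1 and 4 carried the fibroblast markers Col1a1, Col3a1 and Pdgfra, and Col3a1 and Dpt, so a malignant origin of each cell was not shown. Clusters with Xist and no class name, or with markers of 2 classes, were left unresolved.

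The share of each class among the assigned cells of a tumour was compared between the first and last day of a line, between lines at day 6 and day 10, and between outcomes with the line as the unit. Tumours needed at least 20 cells. These comparisons used exact permutation tests (scipy 1.17.1). Those between 2 groups were two-sided, and those between 5 lines used the sum of squares between lines as the statistic. Benjamini-Hochberg adjustment ran over all classes and comparisons of a family. A stratified exact permutation test over all lines, with days permuted within each line, was added after the data had been seen.

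For gene expression, raw counts were summed per tumour and class, so that tumours and not cells were the replicates. Sums of at least 20 cells entered 1 edgeR fit per class (edgeR 4.0.16, R 4.3.3) with a mean per line and day, TMM scaling, the default low count filter and the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method and genes were called at an adjusted p under 0.05. Time contrasts were the last day minus day 6 within a line (day 20 for SCC32, SCC35 and SCC37, day 16 for SCC40). Line contrasts averaged day 6 and day 10. The outcome contrast summed the day 6 and day 10 tumours of each line and compared 2 rejected with 3 non-rejected lines. A contrast of day 6 tumours with day 0 cells of the same line, and an interaction contrast of SCC40 (day 16 minus day 6) against the mean of SCC32, SCC35 and SCC37 over the same days, were added after the data had been seen. SCC31 had no time contrast for gene expression, since its day 6 and day 10 groups did not both hold 2 tumours with at least 20 cells of a class.

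The genes named were fixed by a rule before the data were examined. The fixed list for malignant-like cells held 24 genes, among them Mif, Cd74, B2m, H2-K1, H2-D1, Tap1, Nlrc5, Cd274, Cd47, Cxcl9, Cxcl10, Ifngr1, Jak1, Ptgs2, Tgfb1, Vegfa, Hgf, Axl, Mki67, Top2a, Mitf, Pmel and Mlana. The macrophage-like list held Cd74, H2-Ab1, Mrc1, Arg1, Nos2, Spp1, C1qa, Ly6c2, Cxcl9, Trem2, Apoe and Mif, and the T cell-like list held Cd8a, Cd4, Foxp3, Pdcd1, Lag3, Havcr2, Tigit, Tox, Tcf7, Gzmb, Ifng and Ctla4. Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were read in every library as a check of sex. Besides the lists, each tested comparison took the 3 genes with the largest rise and the 3 with the largest fall in fitted log2 fold change among called genes whose tumours did not overlap between the groups. Not every gene of the lists and of this rule is named in the text. Genes with 0 counts in one group are given a bound against a floor of 3 counts over the group, and genes with 1 to 3 counts in one group are given by their counts. These floors and all intervals (95%, exact Clopper-Pearson for shares and exact Poisson for counts) cover counting error only.

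The test was checked on simulated counts drawn from the means and library sizes of these tumours, with 200 genes changed 4-fold. For the time contrasts it recovered 81.5 to 92% of them in Xist-low cells (12888 genes), 73 to 83% in macrophage-like cells (7497 genes) and 32 to 72% in T cell-like cells (5095 genes). Of all genes called in these simulations, 0 to 6.88% were false.

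Each result was recomputed with DESeq2 size factors in edgeR, the DESeq2 Wald test (DESeq2 1.42.0), no low count filter, at least 50 cells per tumour, classes from resolutions 0.5 and 2.0, only the groups compared in the fit, the replicate number as a block, and each tumour left out in turn. Further alternatives were stricter and looser cell filters (500 genes and 10%, 200 genes and 25% mitochondrial counts), no doublet removal, a hashtag ratio of 4, a hashtag minimum of 30, and immune-like cells as the denominator of shares. A background-scaled hashtag rule, leaving out the mix library, and day 6 line contrasts without the SCC31 tumours of the mix library were added after the data had been seen. The library is a batch that coincides with the line except in the mix library, whose tumours were the third replicate of SCC31, SCC35 and SCC40.

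Sums per tumour ranged from 45921 to 18492989 UMIs in Xist-low cells, 105868 to 2963707 in macrophage-like cells and 27021 to 986100 in T cell-like cells, which left the T cell-like contrasts with the least power. After the data had been seen, RNA of other cells in a class was estimated per tumour. Its share was the level of a marker of the other cells in the class over that in those cells, with an upper limit from the exact 95% Poisson interval of the marker's counts. Xist can also come from doublets, so the share can be too high. Antigen receptor sequences were not analysed here. Genes of near-identical families are given as uncertain, since the counting could split their reads.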

Results

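The series concerned how tumours grown from different melanoma lines escape or succumb to the immune response of the mouse over time. Single-cell RNA sequencing was carried out on tumours of 5 lines, of which the authors' table lists SCC31 and SCC40 as rejected and SCC32, SCC35 and SCC37 as non-rejected. Tumours were taken at days 6, 10 and 16, and at day 20 for the non-rejected lines, and cells of each line at day 0 were profiled as well. Each line had 2 tumours per day in its own library, numbered 1 and 2. The mix library added tumour 3 of SCC31 and SCC40 at days 6 and 10 and of SCC35 at days 6, 10 and 20. Of 43 hashed tumours, 40 gave at least 20 kept cells. Both SCC31 tumours of day 16 gave 0 cells, and SCC31 day 10 tumour 2 gave 3 cells. The 10 day 0 samples (2 per line) gave 7028 cells.

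The libraries differed in depth and yield. The SCC31 library held 2366 barcodes with 5691826 gene UMIs, of which 1830 cells with a median of 2056.5 UMIs were kept. The SCC32, SCC35, SCC37, SCC40 and mix libraries held 17089, 20690, 15316, 13542 and 11181 barcodes with 93283825, 112724631, 58950014, 98779421 and 83426651 gene UMIs. From these, 11742, 14330, 8752, 9723 and 8800 cells were kept, with medians of 4649.5, 3929, 3610, 6260 and 4381 UMIs. A single hashtag was assigned to 80.8% (SCC35) to 96.7% (SCC31) of barcodes, and 2 hashtags shared a barcode in 3.08% to 18.8%. Over all barcodes 86.3% were assigned, and a hashtag ratio of 4 in place of 2 moved this most, to 74.8%. With 1 library per line these values have no replicate.

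Of the 27 clusters, 13 were Xist-low and held 38188 of the 55177 kept cells (69.2%). Macrophage-like cells numbered 8275 (15%, clusters 2 and 10) and T cell-like cells 3831 (6.94%, clusters 13, 14 and 23, led by Cd4 and Ifng, by Cd8b1 and Cd8a, and by Foxp3). Dendritic-like cells numbered 1692, NK-like cells 589, fibroblast-like cells 640 and endothelial-like cells 189. The remaining 5 clusters (1773 cells, 3.21%) carried markers of more than 1 class or were rich in called doublets and stayed unresolved. An Xist UMI was found in 1.06% of Xist-low cells, at a median of 5678 UMIs per cell, against 49.6% of macrophage-like cells at a median of 1824 UMIs, although the Xist-low cells were sequenced deeper. At day 0, 99.7% of cells were Xist-low. Strict cell filtering changed the share of Xist-low cells among assigned cells most upward, from 69.1% to 71.2%, and a hashtag ratio of 4 most downward, to 66.9%.

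The sex of the cells was read from Xist and from the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, as a check of the labels. In Xist-low cells of tumours, the Y-linked genes together reached 33.2 ± 15.4 CPM in SCC32 (mean ± SD, n = 8 tumours), 2.1 ± 1.73 CPM in SCC35 (n = 11), 0.027 ± 0.075 CPM in SCC40 (n = 8) and 15.2 ± 23.3 CPM in SCC31 (n = 4). In SCC37 no Y-linked count was found in any of 8 tumours, and the largest of these sums, 5936172 UMIs, allows up to 0.621 CPM by the exact Poisson interval. SCC31 cells at day 0 gave 106 CPM (447 counts, 95% Poisson interval 96.4 to 116 CPM), whereas the Xist-low cells that carried SCC31 hashtags in the mix library gave 5.17 CPM (6 counts, 1.9 to 11.3 CPM). Of the SCC32 tumours, day 20 tumour 2 gave 3.2 CPM (13 counts, 1.7 to 5.47 CPM), below the 24.4 to 53.7 CPM of the other 7.

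**Figure D1:**
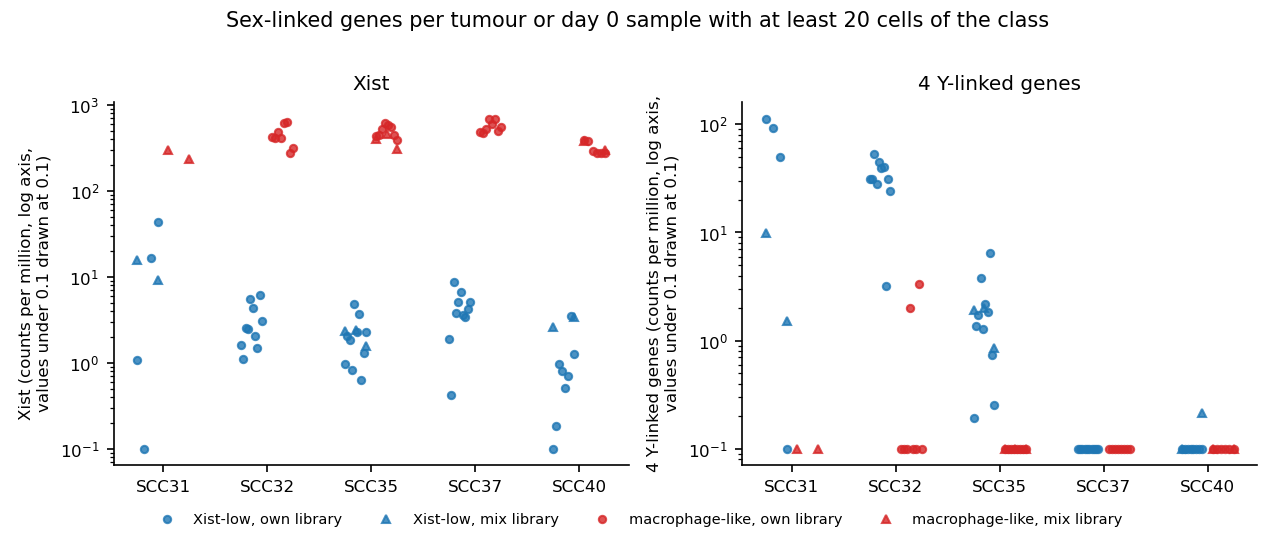
Xist and the summed Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty in CPM (vertical log axes) for each line (horizontal axis); each point is a tumour or day 0 sample with at least 20 cells of the class, and values under 0.1 are drawn at 0.1. Macrophage-like cells lie above Xist-low cells for Xist in every line, and the Y-linked genes are highest in Xist-low cells of SCC31 at day 0 (106 CPM) and of SCC32.

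The share of each class over time addressed how the composition of the tumours changed within a line. The live-cell sort sets which cells could be counted. Xist-low cells went from 46.0% ± 8.77 to 69.5% ± 1.77 of assigned cells in SCC32 (mean ± SD, n = 2 tumours at day 6 and 2 at day 20). They went from 65.5% ± 6.32 to 84.7% ± 3.40 in SCC35 (n = 3 and 3) and from 43.7% ± 29.0 to 71.9% ± 3.35 in SCC37 (n = 2 and 2). In the rejected lines they went from 63.7% ± 9.28 to 72.5% ± 2.70 in SCC40 (n = 3 at day 6 and 2 at day 16) and from 22.1% ± 13.7 to 6.48% ± 5.72 in SCC31 (n = 3 at day 6 and 2 at day 10). Macrophage-like cells went from 34.9% ± 8.14 to 10.6% ± 1.43 in SCC32, from 16.9% ± 5.50 to 8.87% ± 3.38 in SCC35 and from 35% ± 18.4 to 12.5% ± 1.32 in SCC37. In the rejected lines macrophage-like cells went from 19.7% ± 6.39 to 6.47% ± 3.47 in SCC40 and from 34.4% ± 20.7 to 11.6% ± 4.34 in SCC31. T cell-like cells went from 4.34% ± 0.488 to 13.4% ± 0.368 in SCC32, from 2.25% ± 0.926 to 3.54% ± 1.01 in SCC35 and from 3.34% ± 1.36 to 8.85% ± 1.30 in SCC37. In the rejected lines T cell-like cells went from 3.79% ± 0.990 to 12.5% ± 1.23 in SCC40 and from 9.33% ± 1.79 to 38.3% ± 15.4 in SCC31. The tumours of the first and last day did not overlap for T cell-like cells in any line but SCC35, for macrophage-like cells in any line but SCC35, and for Xist-low cells in SCC32, SCC35 and SCC37. No line passed the two-sided exact permutation test on its own (adjusted p 0.385 to 0.4 over 15 comparisons), since groups of 2 or 3 tumours cannot give a raw p below 0.1 to 0.333. With immune-like cells as the denominator the macrophage-like change in SCC35 turned from -8.06 to 4.3 percentage points. Unresolved clusters, kept out of all classes by thresholds set after the data were seen, held 4.88% to 12.5% of the cells of SCC31 tumours with at least 20 cells and 0.893% to 7.75% of those of the other lines.

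Over all 5 lines together, with days permuted within lines (72000 permutations), the mean change in T cell-like cells was 10.7 percentage points and macrophage-like cells fell by 18.2 percentage points (stratified exact permutation test, adjusted p 8.33e-05 for each). Xist-low cells changed by 12.8 percentage points (adjusted p 0.0358), with a rise in 4 lines and a fall in SCC31. Without the mix library, the changes were 8.37 percentage points for T cell-like cells (exact permutation, adjusted p 0.00154), -15.9 for macrophage-like cells and 10.1 for Xist-low cells (adjusted p 0.178). The Xist-low change lost its call in the lines' own libraries, with its direction kept in each line. It also lost its call when any of these tumours was left out, with the adjusted exact permutation p in parentheses: SCC31 day 6 tumour 3 (0.0836), SCC31 day 10 tumour 3 (0.0796), SCC32 day 6 tumours 1 and 2 (0.0582 and 0.0543), SCC32 day 20 tumours 1 and 2 (0.0556 and 0.0569), SCC37 day 6 tumour 1 (0.0593), SCC37 day 20 tumour 2 (0.0529) and SCC40 day 6 tumour 3 (0.0504).

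**Figure D2:**
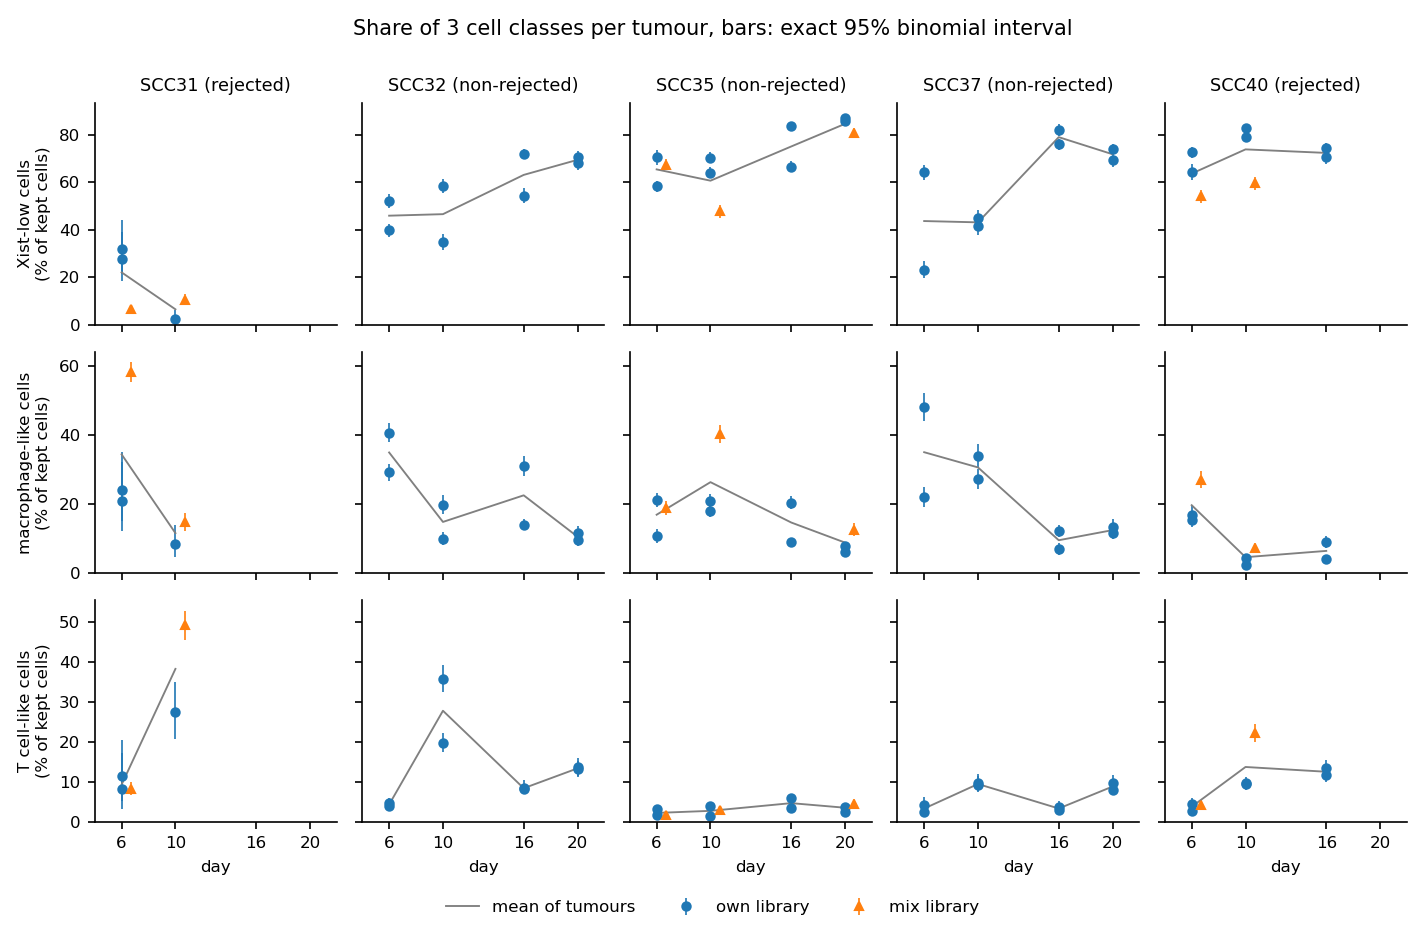
Share of Xist-low, macrophage-like and T cell-like cells (vertical axes, % of kept cells) by day (horizontal axis) in each line; points are tumours with exact 95% binomial intervals, triangles mark the mix library and lines join the means of the tumours. From day 6 to the last day, macrophage-like cells dropped by 8.06 (SCC35) to 24.3 (SCC32) percentage points and T cell-like cells rose by 1.3 (SCC35) to 29.0 (SCC31).

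Between lines at the same day, the line and its library cannot be told apart except in the mix library, which held too few tumours per line for a test. Xist-low cells made up 22.1% ± 13.7 of SCC31 tumours at day 6 (mean ± SD, n = 3), against 43.7% ± 29.0 (SCC37, n = 2) to 65.5% ± 6.32 (SCC35, n = 3) in the other lines, and 6.48% ± 5.72 at day 10 (n = 2) against 43.2% ± 2.46 (SCC37, n = 2) to 74.0% ± 12.6 (SCC40, n = 3). The exact permutation test over the 5 lines gave adjusted p 0.0431 at day 6 (13 tumours) and 0.0158 at day 10 (12 tumours). T cell-like cells made up 9.33% ± 1.79 in SCC31 at day 6 against 2.25% ± 0.926 (SCC35) to 4.34% ± 0.488 (SCC32), and 38.3% ± 15.4 at day 10 against 2.76% ± 1.18 (SCC35) to 27.8% ± 11.3 (SCC32), with exact permutation adjusted p 0.013 and 0.0357. Macrophage-like cells did not differ at day 6 (exact permutation, adjusted p 0.33). At day 10 they ranged from 4.65% ± 2.46 (SCC40) to 30.6% ± 4.79 (SCC37), with adjusted p 0.0431 by the exact permutation test. Without the mix library the adjusted p was 0.19 for Xist-low cells and 0.11 for T cell-like cells at day 6, and 0.0667 for macrophage-like cells and 0.11 for T cell-like cells at day 10, all by exact permutation, whereas Xist-low cells at day 10 kept their call.

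Single tumours decided several of these calls. Leaving out a tumour removed the difference in Xist-low cells at day 6 for 10 of the 13 tumours, namely, with the adjusted exact permutation p in parentheses, SCC31 day 6 tumours 1, 2 and 3 (0.0897, 0.0644 and 0.113), SCC32 day 6 tumours 1 and 2 (0.0634 and 0.0549), SCC35 day 6 tumours 1, 2 and 3 (0.0785, 0.0568 and 0.0770) and SCC40 day 6 tumours 1 and 2 (0.0720 and 0.0713). At day 10 it was removed without SCC40 day 10 tumours 1 and 2 (0.0504 and 0.0504). The difference in macrophage-like cells at day 10 was removed for 10 of 12 tumours, SCC31 day 10 tumours 1 and 3 (0.0665 and 0.0632), SCC32 day 10 tumour 1 (0.0558), SCC35 day 10 tumours 1 and 2 (0.0620 and 0.0504), SCC37 day 10 tumours 1 and 2 (0.107 and 0.0819) and SCC40 day 10 tumours 1, 2 and 3 (0.114, 0.10 and 0.0796). That in T cell-like cells at day 10 was removed for 7 of 12, SCC31 day 10 tumour 3 (0.0504), SCC35 day 10 tumours 1 and 2 (0.0596 and 0.0510), SCC37 day 10 tumours 1 and 2 (0.0516 and 0.0520) and SCC40 day 10 tumours 1 and 2 (0.0504 and 0.0504). The T cell-like difference at day 6 kept its call in all 13 leave-outs. By outcome, with the mean of day 6 and day 10 per line as the value, rejected lines (n = 2) and non-rejected lines (n = 3) had 41.6% ± 38.6 and 51.0% ± 10.6 for Xist-low, 17.6% ± 7.65 and 26.4% ± 5.74 for macrophage-like and 16.3% ± 10.6 and 8.33% ± 6.99 for T cell-like cells. These gave p 0.8, 0.4 and 0.4 by the two-sided exact permutation test, in which 5 lines cannot go below 0.2. With immune-like cells as the denominator, rejected minus non-rejected lines differed by -26.7 percentage points in macrophage-like and 18.5 in T cell-like cells (exact permutation, p 0.2 each).

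Expression in Xist-low cells was compared between day 6 and the last day within each line (12888 genes tested, edgeR). In SCC32, 1224 genes (717 higher, 507 lower) were called with n = 2 tumours against 2. In SCC35, 3741 genes (2068 higher, 1673 lower) were called (3 against 3), in SCC37 536 genes (343 higher, 193 lower) (2 against 2) and in SCC40 2678 genes (1243 higher, 1435 lower) (2 tumours of day 16 against 3 of day 6). Of the alternatives other than leaving out a tumour, leaving out the mix library moved the SCC32 and SCC37 counts most, to 2590 and 1430, although neither line has a tumour there. The SCC35 and SCC40 counts within their own libraries were 4039 and 3661. Single tumours moved the counts by more than 1.5 times. The SCC32 count was 533 without day 6 tumour 1, 539 without day 6 tumour 2 and 219 without day 20 tumour 2. The SCC37 count was 257 without day 6 tumour 1, 73 without day 6 tumour 2, 215 without day 20 tumour 1 and 185 without day 20 tumour 2. The SCC40 count was 1279 without day 16 tumour 1 and 1461 without day 16 tumour 2. A lone tumour left in a group was assumed to vary like the others. In SCC35 the leave-outs gave 2957 to 3275 genes. At day 6 the leading cluster, with its share of the class per tumour, was cluster 3 in SCC32 (63.9% and 66.0%) and SCC40 (74.2%, 73.9% and 74.0%). It was cluster 0 (37.6%), 5 (36.7%) and 0 (42.1%) in SCC35 and cluster 3 (45.2%) and 0 (31%) in SCC37. At the last day it was cluster 1 in SCC32 (52.1% and 73.6%) and SCC35 (51.1%, 44.6% and 46.6%). It was cluster 4 in SCC37 (36.8% and 44.5%) and SCC40 (35.6% and 39.1%). Cluster 3 was led by Gbp2, Igtp and Cxcl10, so the changes below include this shift between clusters.

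**Figure D3:**
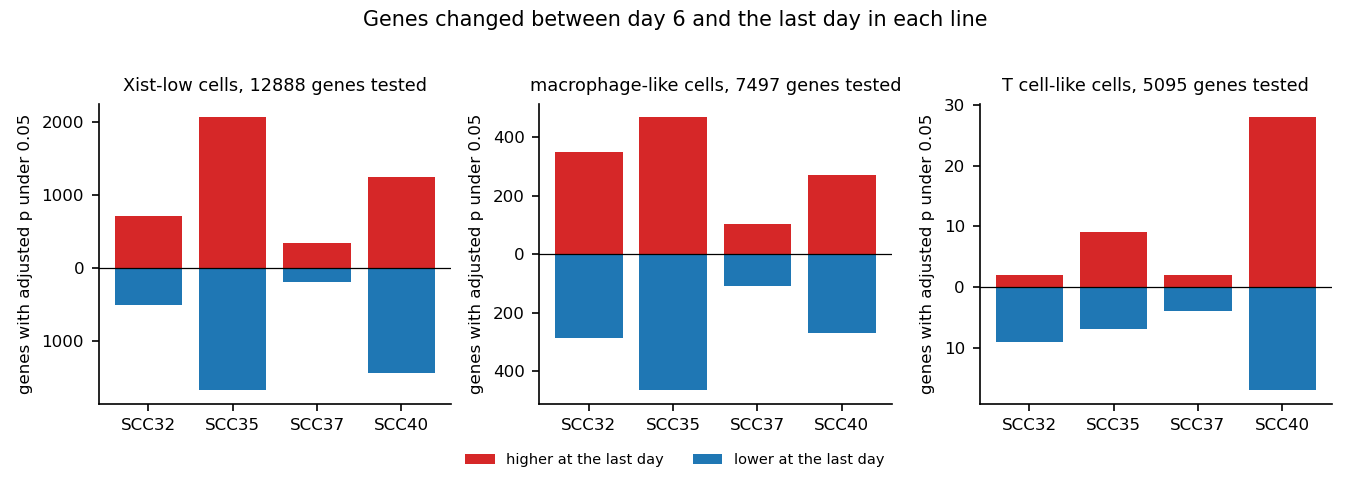
Number of genes with an adjusted p under 0.05 (vertical axes, above 0 for genes higher and below 0 for genes lower at the last day) for each line (horizontal axes) in Xist-low, macrophage-like and T cell-like cells. In Xist-low cells the counts run from 536 (SCC37) to 3741 (SCC35), and in T cell-like cells from 6 (SCC37) to 45 (SCC40).

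Of the fixed list of 24 genes, 23 were tested in Xist-low cells, and for every one called over time the tumours of the 2 days did not overlap. In SCC32, 8 were called (9 adjusted over the list alone). Among them, Tap1 (ENSMUSG00000037321), Nlrc5 (ENSMUSG00000074151), Cd274 (ENSMUSG00000016496), Cd47 (ENSMUSG00000055447) and Cxcl9 (ENSMUSG00000029417) were lower at day 20 (log2 fold changes of -2.34 to -0.66, SE 0.16 to 0.52, adjusted p 0.000298 to 0.0376), with Cd274 from 126 ± 31.9 to 24.9 ± 17.1 CPM (mean ± SD). Ptgs2 (ENSMUSG00000032487) and Mitf (ENSMUSG00000035158) were higher (log2 fold changes of 0.78 to 1.42, SE 0.21 to 0.42, adjusted p 0.0123 to 0.0279). In SCC35, 12 were called (15 adjusted over the list alone). Cd74 (ENSMUSG00000024610), H2-K1 (ENSMUSG00000061232), H2-D1 (ENSMUSG00000073411), B2m (ENSMUSG00000060802), Tap1, Nlrc5, Cxcl9, Cxcl10 (ENSMUSG00000034855), Ifngr1 (ENSMUSG00000020009), Jak1 (ENSMUSG00000028530) and Vegfa (ENSMUSG00000023951) were higher at day 20 (log2 fold changes of 0.35 to 2.71, SE 0.09 to 0.53, adjusted p 5.04e-08 to 0.0201), with H2-K1 from 784 ± 74.8 to 1723 ± 279 CPM and Cxcl10 from 201 ± 40.7 to 599 ± 13.1 CPM. Axl from 265 ± 41.3 to 198 ± 12.1 CPM (ENSMUSG00000002602, log2 fold change -0.42, SE 0.14, adjusted p 0.0233) was lower. In SCC37, 2 were called (2 adjusted over the list alone), Cd74 from 19.1 ± 2.15 to 101 ± 44.7 CPM (log2 fold change 2.43, SE 0.49, adjusted p 0.00303) and Vegfa from 21.4 ± 0.262 to 52.7 ± 6.37 CPM (log2 fold change 1.30, SE 0.29, adjusted p 0.00781). In SCC40, 10 were called (10 adjusted over the list alone). Among them, Tap1, Nlrc5, Cd274, Cxcl9, Cxcl10 and Ptgs2 were lower at day 16 (log2 fold changes of -2.66 to -0.82, SE 0.15 to 0.49, adjusted p 9.53e-06 to 0.0131), with Cd274 from 124 ± 26.7 to 19.6 ± 3.41 CPM. Ifngr1, Mki67 (ENSMUSG00000031004) and Top2a (ENSMUSG00000020914) were higher (log2 fold changes of 0.78 to 1.02, SE 0.15 to 0.26, adjusted p 0.000359 to 0.00740), with Mki67 from 56.8 ± 1.62 to 115 ± 4.14 CPM. RNA of macrophage-like cells, with its share estimated from Xist, would give 72.3 and 87.6 CPM of Cd74 in the day 20 tumours of SCC37, where 73.8 and 142 were seen (upper limits 113 and 157). In SCC35 it would give 14.7 to 94.5 CPM, where 40.7 to 67.2 were seen (upper limits 43.0 to 137). Neither rise of Cd74 can be separated from this RNA. H2-K1 and H2-D1 have near-identical relatives and are uncertain.

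Besides the list, the 3 largest rises and falls by fitted log2 fold change in Xist-low cells among called genes without overlap between the days were taken in each line. Genes at few counts can rank high by the fit, so the counts or bounds do not show that their changes exceed those of other genes, here and in all comparisons below. Total counts at day 6 are given against those of the last day. For a gene at 0 on one side, the bound is on the log2 scale against 3 counts over the group, and no fold is given for 1 to 3 counts. In SCC32 the rises taken were those of Akr1c13 (ENSMUSG00000021213, 0 against 12 counts, at least 2.20), Dlg2 (ENSMUSG00000052572, 0 against 8 counts, at least 1.61) and Ntn3 (ENSMUSG00000117406, 0 against 7 counts, at least 1.42) (adjusted p 0.00158 to 0.0332). Its falls were those of Sucnr1 (ENSMUSG00000027762, 11 against 0 counts, -1.67 or lower), Afp (ENSMUSG00000054932, 10 against 0 counts, -1.54 or lower) and Fry (ENSMUSG00000056602, 9 against 0 counts, -1.39 or lower) (adjusted p 0.0265 to 0.0378). In SCC35 the rises were those of Eln (ENSMUSG00000029675, 1 against 277 counts), Mfap4 (ENSMUSG00000042436, 7 against 485 counts, log2 fold change 6.41, SE 0.62) and Hif3a (ENSMUSG00000004328, 0 against 24 counts, at least 3.57) (adjusted p 1.85e-09 to 0.00261). Its falls were those of Cnfn (ENSMUSG00000063651, 226 against 6 counts, log2 fold change -5.01, SE 0.92), Prl2c2 (ENSMUSG00000079092, 3516 against 114 counts, log2 fold change -4.57, SE 0.48) and Prl2c3 (ENSMUSG00000056457, 1270 against 44 counts, log2 fold change -4.39, SE 0.76) (adjusted p 8.83e-09 to 0.000264). In SCC37 the rises were those of Itgbl1 (ENSMUSG00000032925, 0 against 34 counts, at least 2.73), Dio2 (ENSMUSG00000007682, 0 against 33 counts, at least 2.69) and Tnr (ENSMUSG00000015829, 0 against 30 counts, at least 2.55) (adjusted p 0.00367 to 0.0207). Its falls were those of Timp4 (ENSMUSG00000030317, 16 against 0 counts, -3.18 or lower), Prl2c2 (725 against 145 counts, log2 fold change -3.50, SE 0.56) and C130013H08Rik (ENSMUSG00000105509, 10 against 2 counts) (adjusted p 0.000167 to 0.0381). In SCC40 the rises were those of Serpina10 (ENSMUSG00000061947, 0 against 18 counts, at least 2.33), Kcnip3 (ENSMUSG00000079056, 0 against 15 counts, at least 2.06) and Fam20a (ENSMUSG00000020614, 0 against 12 counts, at least 1.74) (adjusted p 0.00174 to 0.0256). Its falls were those of Islr2 (ENSMUSG00000051243, 15 against 0 counts, -2.58 or lower), Cpne9 (ENSMUSG00000030270, 14 against 0 counts, -2.48 or lower) and Sgk3 (ENSMUSG00000025915, 13 against 0 counts, -2.37 or lower) (adjusted p 0.000891 to 0.00514). Prl2c2, Prl2c3 and Akr1c13 have near-identical relatives and are uncertain.

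In macrophage-like cells (7497 genes tested), 638 genes (350 higher, 288 lower) were called in SCC32, 933 genes (468 higher, 465 lower) in SCC35, 212 genes (104 higher, 108 lower) in SCC37 and 541 genes (271 higher, 270 lower) in SCC40. Leaving out the mix library gave 1009, 539, 511 and 513. Single tumours moved all 4 counts by more than 1.5 times. SCC32 gave 305 without day 6 tumour 1, 337 without day 6 tumour 2 and 142 without day 20 tumour 2. SCC35 gave 604 without day 6 tumour 2 and 565 without day 20 tumour 3. SCC37 gave 8 without day 6 tumour 1, 96 without day 6 tumour 2, 41 without day 20 tumour 1 and 43 without day 20 tumour 2. SCC40 gave 279 without day 6 tumour 3, 326 without day 16 tumour 1 and 81 without day 16 tumour 2. Cluster 10, whose leading genes include Apoe and C1qa, held 1.39% and 1.58% of the class in the day 6 tumours and 37.5% and 59.8% in the day 20 tumours of SCC32. It held 7.07%, 3.12% and 11.7% and then 75%, 63.0% and 78.2% in SCC35, 5.74% and 11.3% and then 34.9% and 33.0% in SCC37, and 0%, 0.962% and 1.46% and then 9.43% and 4.67% in SCC40. Cluster 2 held the rest, so the changes below include this shift between clusters.

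All 12 genes of the macrophage-like list were tested, and 8, 8, 4 and 4 were called in SCC32, SCC35, SCC37 and SCC40 (10, 9, 9 and 8 adjusted over the list alone). Cd74 and C1qa (ENSMUSG00000036887) were higher and Ly6c2 (ENSMUSG00000022584) lower at the last day in all 4 lines. In SCC32, Cd74, C1qa, Apoe (ENSMUSG00000002985), Trem2 (ENSMUSG00000023992) and Mrc1 (ENSMUSG00000026712) were higher (log2 fold changes of 0.89 to 4.71, SE 0.26 to 0.51, adjusted p 3.39e-08 to 0.0208) and Ly6c2, Arg1 (ENSMUSG00000019987) and Nos2 (ENSMUSG00000020826) lower (log2 fold changes of -3.26 to -2.57, SE 0.35 to 0.81, adjusted p 3.77e-06 to 0.0172), with Apoe from 341 ± 159 to 8872 ± 5590.3 CPM and Ly6c2 from 2998 ± 354 to 506 ± 16.9 CPM (mean ± SD). In SCC35, Cd74, C1qa, Apoe, Trem2 and Cxcl9 were higher (log2 fold changes of 0.86 to 3.0, SE 0.21 to 0.38, adjusted p 8.27e-07 to 0.0265) and Ly6c2 and Arg1 lower (log2 fold changes of -4.75 to -3.19, SE 0.31 to 0.70, adjusted p 3.06e-09 to 8.77e-06), with Apoe from 1162 ± 33.5 to 9350.5 ± 1411 CPM and Ly6c2 from 1561 ± 452 to 172 ± 8.38 CPM. Nos2 was lower there with 35 against 3 counts (adjusted p 0.00187). In SCC37 and SCC40, Cd74, H2-Ab1 (ENSMUSG00000073421) and C1qa were higher (in SCC37 log2 fold changes of 1.18 to 2.03, SE 0.26 to 0.36, adjusted p 0.00129 to 0.0134, and in SCC40 log2 fold changes of 0.94 to 1.77, SE 0.23 to 0.33, adjusted p 8.28e-05 to 0.0153). Ly6c2 went from 3324 ± 467 to 726 ± 271 CPM in SCC37 (log2 fold change -2.19, SE 0.34, adjusted p 0.000213) and from 3207 ± 244 to 1278 ± 444 CPM in SCC40 (log2 fold change -1.34, SE 0.32, adjusted p 0.00482). Of these, Cxcl9 in SCC35 overlapped between the tumours of the 2 days. The rises taken by fitted fold were those of Knl1 (ENSMUSG00000027326, 0 against 14 counts, at least 3.58), Asb2 (ENSMUSG00000021200, 0 against 14 counts, at least 3.58) and Rapsn (ENSMUSG00000002104, 0 against 13 counts, at least 3.47) (adjusted p 0.000451 to 0.00683) in SCC32. SCC35 had H2-M2 (ENSMUSG00000016283, 0 against 97 counts, at least 4.55), Asb2 (0 against 27 counts, at least 2.71) and Pkmyt1 (ENSMUSG00000023908, 0 against 17 counts, at least 2.04) (adjusted p 9.66e-05 to 0.0121). SCC37 had H2-M2 (0 against 51 counts, at least 3.66), Cox4i2 (ENSMUSG00000009876, 0 against 22 counts, at least 2.44) and Pkmyt1 (0 against 15 counts, at least 1.89) (adjusted p 0.0109 to 0.0341). SCC40 had Plxdc2 (ENSMUSG00000026748, 0 against 7 counts, at least 1.98), H2-M2 (5 against 38 counts, log2 fold change 3.6, SE 0.89) and Slc13a3 (ENSMUSG00000018459, 1 against 8 counts) (adjusted p 0.00805 to 0.0420). The falls taken were those of Ccl24 (ENSMUSG00000004814, 503 against 0 counts, -6.03 or lower), F7 (ENSMUSG00000031443, 37 against 0 counts, -2.27 or lower) and Ace (ENSMUSG00000020681, 35 against 0 counts, -2.19 or lower) (adjusted p 0.000189 to 0.0201) in SCC32. In SCC35 they were those of Ablim1 (ENSMUSG00000025085, 11 against 0 counts, -2.34 or lower), Itga1 (ENSMUSG00000042284, 39 against 1 counts) and Arg2 (ENSMUSG00000021125, 37 against 1 counts) (adjusted p 6.93e-05 to 0.0157). In SCC37 they were those of Ms4a8a (ENSMUSG00000024730, 38 against 0 counts, -4.09 or lower), Gzma (ENSMUSG00000023132, 19 against 1 counts) and Gm15056 (ENSMUSG00000082976, 59 against 5 counts, log2 fold change -3.86, SE 0.77) (adjusted p 0.000213 to 0.0341). In SCC40 they were those of Ch25h (ENSMUSG00000050370, 40 against 0 counts, -2.98 or lower), Plcb1 (ENSMUSG00000051177, 19 against 0 counts, -1.91 or lower) and Cep192 (ENSMUSG00000024542, 12 against 0 counts, -1.24 or lower) (adjusted p 0.00154 to 0.040). Ly6c2, H2-M2 and Ms4a8a belong to families of near-identical genes and are uncertain.

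In T cell-like cells (5095 genes tested), 11 genes (2 higher, 9 lower) were called in SCC32, 16 genes (9 higher, 7 lower) in SCC35 (2 tumours of day 6 against 3 of day 20), 6 genes (2 higher, 4 lower) in SCC37 and 45 genes (28 higher, 17 lower) in SCC40. In the lines' own libraries alone the counts were 34, 2, 16 and 30. Under DESeq2 size factors the median log2 fold change of all genes in SCC37 moved from 0.13 to -0.03, so its gene changes are relative to that shift, and the calls were 8 higher and 11 lower in SCC35 and 1 higher and 8 lower in SCC37. Single tumours moved these counts by more than 1.5 times as well. SCC32 had 4 without day 6 tumour 1, 2 without day 6 tumour 2, 20 without day 20 tumour 1 and 3 without day 20 tumour 2. SCC35 had 4 without day 6 tumour 2, 4 without day 6 tumour 3 and 8 without day 20 tumour 3. SCC37 had 0 without day 6 tumour 2, 0 without day 20 tumour 1 and 3 without day 20 tumour 2. SCC40 had 27 without day 6 tumour 2, 11 without day 6 tumour 3, 21 without day 16 tumour 1 and 6 without day 16 tumour 2. Cluster 14, led by Cd8b1 and Cd8a, held 22.4% and 36.5% of the class in the day 6 tumours of SCC32 and 57.7% and 77.8% in those of day 20. It held 33.3%, 50.9% and 33.3% and then 68.8%, 71.9% and 72.9% in SCC35, 40% and 42.9% and then 64.9% and 72.4% in SCC37, and 69.4%, 41.7% and 38.2% and then 29.9% and 45% in SCC40.

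All 12 genes of the T cell-like list were tested, and 1, 1, 2 and 1 were called (3, 2, 5 and 7 adjusted over the list alone). Cd8a, a leading gene of cluster 14, went from 125 ± 57.7 to 535 ± 375 CPM in SCC32 (ENSMUSG00000053977, log2 fold change 2.09, SE 0.49, adjusted p 0.0381) and from 48.6 ± 41.6 to 516 ± 54.1 CPM in SCC35 (log2 fold change 3.29, SE 0.69, adjusted p 0.00888). In SCC37 the called genes were Pdcd1 (ENSMUSG00000026285, 3 against 123 counts) and Lag3 (ENSMUSG00000030124, 1 against 118 counts) (adjusted p 0.0341 to 0.0478), and in SCC40 Pdcd1 went from 79.2 ± 19.6 to 236 ± 56.0 CPM (log2 fold change 1.58, SE 0.38, adjusted p 0.0309). By fitted fold, the rises taken were those of Xcl1 (ENSMUSG00000026573, 6 against 184 counts, log2 fold change 3.67, SE 0.71) (adjusted p 0.00579) in SCC32 and Ccl1 (ENSMUSG00000020702, 0 against 378 counts, at least 5.49), Rgs16 (ENSMUSG00000026475, 0 against 39 counts, at least 2.21) and Ccl4 (ENSMUSG00000018930, 3 against 324 counts) (adjusted p 0.00846 to 0.0297) in SCC35. They were those of Trbv13-3 (ENSMUSG00000076470, 0 against 91 counts, at least 3.08), Trbv5 (ENSMUSG00000076465, 1 against 128 counts) and Igfbp7 (ENSMUSG00000036256, 1 against 100 counts) (adjusted p 0.00745 to 0.0321) in SCC40. The falls taken were those of Ifitm1 (ENSMUSG00000025491, 118 against 22 counts, log2 fold change -3.68, SE 0.68), Csf2 (ENSMUSG00000018916, 86 against 26 counts, log2 fold change -3.01, SE 0.71) and Hilpda (ENSMUSG00000043421, 74 against 42 counts, log2 fold change -2.06, SE 0.39) (adjusted p 0.00578 to 0.0381) in SCC32. SCC35 had Il13 (ENSMUSG00000020383, 53 against 1 counts), Ramp3 (ENSMUSG00000041046, 43 against 6 counts, log2 fold change -4.16, SE 0.68) and Slc4a7 (ENSMUSG00000021733, 18 against 7 counts, log2 fold change -2.67, SE 0.65) (adjusted p 0.000267 to 0.0463). SCC37 had Nfkbid (ENSMUSG00000036931, 22 against 27 counts, log2 fold change -2.0, SE 0.46) and Nfkbiz (ENSMUSG00000035356, 52 against 82 counts, log2 fold change -1.64, SE 0.37) (adjusted p 0.0478 to 0.0478). The falls of SCC40 included Tgm2 (ENSMUSG00000037820, 17 against 3 counts) and Trdc (ENSMUSG00000104876, 16 against 4 counts, log2 fold change -3.65, SE 0.95) (adjusted p 0.00779 to 0.0404). RNA of Xist-low cells, with its share estimated from Sparc, would give 2.9 and 3.13 CPM of Igfbp7 at day 16 of SCC40, where 119 and 60.6 were seen. Other cells were not tested. Trbv13-3 and Trbv5 are receptor segments of a family with similar sequences and are uncertain.

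Between lines, averaged over day 6 and day 10, 9411 of 12888 genes differed in Xist-low cells by the edgeR F test over 5 lines. Pairs of lines other than SCC31 differed in 3346 genes (SCC37 minus SCC32) to 6514 (SCC40 minus SCC35), with 5858 for SCC35 minus SCC32, 4453 for SCC40 minus SCC32, 5641 for SCC37 minus SCC35 and 4769 for SCC40 minus SCC37. Leaving out SCC37 day 6 tumour 2 lowered the counts of SCC37 minus SCC32 to 1987 and of SCC40 minus SCC37 to 2944. Inside the mix library, where SCC40 and SCC35 shared a library with 1 tumour per day each, SCC40 minus SCC35 gave 1056 genes. The largest fitted changes were those of Akr1c18 (ENSMUSG00000021214), Sprr1a (ENSMUSG00000050359) and Rem1 (ENSMUSG00000000359) (higher) and Slc24a3 (ENSMUSG00000063873), Bmp2 (ENSMUSG00000027358) and Dio2 (lower) for SCC35 minus SCC32. They were Scara3 (ENSMUSG00000034463), Rnf128 (ENSMUSG00000031438) and Sprr1a and Ddx3y (ENSMUSG00000069045), Eif2s3y (ENSMUSG00000069049) and Mgarp (ENSMUSG00000037161) for SCC37 minus SCC32. For SCC40 minus SCC32 they were Kcnh1 (ENSMUSG00000058248), Plcl1 (ENSMUSG00000038349) and Prorsd1 (ENSMUSG00000032673) and Ddx3y, Slc24a3 and Eif2s3y. They were Ch25h, Epha4 (ENSMUSG00000026235) and Add2 (ENSMUSG00000030000) and Nkx2-5 (ENSMUSG00000015579), Rem1 and 2200002D01Rik (ENSMUSG00000030587) for SCC37 minus SCC35. The genes were Mmp3 (ENSMUSG00000043613), Kcnh1 and Gm830 (ENSMUSG00000084939) and Sprr1a, Lynx1 (ENSMUSG00000022594) and Wfdc2 (ENSMUSG00000017723) for SCC40 minus SCC35. For SCC40 minus SCC37 they were Mgarp, Cyp7b1 (ENSMUSG00000039519) and Csf3 (ENSMUSG00000038067) and Igfbp5 (ENSMUSG00000026185), Gm10800 (ENSMUSG00000075014) and Epha4. Of the 24 listed genes, 21 were called by the F test (21 adjusted over the list alone), and 8 to 18 in these pairs (9 to 19 adjusted over the list alone).

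The contrasts with SCC31 rest on few cells, and at day 10 on the mix library tumour alone, whose Y-linked level differed from that of SCC31 cells at day 0. They gave 1914 genes (1285 higher, 629 lower) for SCC32, 451 genes (361 higher, 90 lower) for SCC35, 1134 genes (732 higher, 402 lower) for SCC37 and 1802 genes (1212 higher, 590 lower) for SCC40. Their median log2 fold changes over all genes lay at 0.16, 0.18, 0.14 and 0.19 with TMM scaling and at 0.00, 0.00, 0.00 and 0.03 in DESeq2, so the split into higher and lower genes depends on the scaling. DESeq2 gave 1014 higher and 951 lower, 339 higher and 368 lower, 537 higher and 613 lower and 1039 higher and 972 lower in the same order. At day 6 alone, without the SCC31 tumours of the mix library, the counts were 884, 1121, 541 and 1048. Without SCC31 day 6 tumour 3 the SCC32, SCC35 and SCC37 counts were 1150, 1164 and 445, and without SCC35 day 6 tumour 3 the SCC35 count was 715. Inside the mix library SCC35 and SCC40 differed from the SCC31 hashtags in 0 and 100 genes. The largest fitted changes were those of Bmp2, Scara5 (ENSMUSG00000022032) and Slc24a3 (higher) and Gria3 (ENSMUSG00000001986), Il33 (ENSMUSG00000024810) and Slc35g1 (ENSMUSG00000044026) (lower) for SCC32. They included Sprr1a, Hist1h2ab (ENSMUSG00000061615) and Mgst2 (ENSMUSG00000074604) (higher) and Csf2rb (ENSMUSG00000071713) and Slfn5 (ENSMUSG00000054404) (lower) for SCC35, and Sgip1 (ENSMUSG00000028524), Gcfc2 (ENSMUSG00000035125) and Gm43728 (ENSMUSG00000104867) and Gria3, Csf2rb and Adgrg6 (ENSMUSG00000039116) for SCC37. For SCC40 they included 1600025M17Rik (ENSMUSG00000085114), Dbndd1 (ENSMUSG00000031970) and Ubd (ENSMUSG00000035186) (higher) and Csf2rb and Sulf2 (ENSMUSG00000006800) (lower). Of the listed genes 13, 2, 10 and 12 were called (15, 5, 13 and 15 adjusted over the list alone).

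Between outcomes, with line sums as units (2 rejected against 3 non-rejected lines, 12588 genes), edgeR called 0 genes. Unadjusted p was under 0.05 for 209. DESeq2 called 2 genes, Napsa (ENSMUSG00000002204, log2 difference -3.23, SE 0.71, adjusted p 0.0318) and Gpha2 (ENSMUSG00000024784, log2 difference 2.96, SE 0.64, adjusted p 0.0318). These are named because the count is small and were chosen after their values were seen. Of 22 listed genes tested, 0 were called (0 adjusted over the list alone).

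Day 6 tumours were compared with day 0 cells of the same line, a comparison added after the data had been seen (12180 genes). Day is confounded with growth in the mouse. The calls were 2702 genes (1511 higher, 1191 lower) in SCC32, 865 genes (287 higher, 578 lower) in SCC35, 1687 genes (995 higher, 692 lower) in SCC37, 5423 genes (2900 higher, 2523 lower) in SCC40 and 2545 genes (1525 higher, 1020 lower) in SCC31. SCC31 fell to 26 genes without the mix library, and SCC35 and SCC40 gave 1207 and 5817. Single samples moved the counts by more than 1.5 times, in SCC32 to 1697 without day 0 sample 1, 1480 without day 0 sample 2, 1561 without day 6 tumour 1 and 1432 without day 6 tumour 2. They moved them to 253 without day 0 sample 2 in SCC35, to 663 without day 0 sample 2 and 542 without day 6 tumour 2 in SCC37, to 3227 without day 0 sample 1 in SCC40 and to 1514 without day 0 sample 1 and 41 without day 6 tumour 3 in SCC31. In all 5 lines 99 genes were higher and 77 lower at day 6. Without SCC31 day 6 tumour 3, whose line is in doubt, SCC31 itself had 28 higher and 13 lower genes, so the shared genes could not exceed these numbers. Of the listed genes 13, 2, 8, 10 and 5 were called in SCC32, SCC35, SCC37, SCC40 and SCC31 (14, 2, 12, 10 and 6 adjusted over the list alone), all higher at day 6, and Cd74 and Cxcl10 were among them in each line. RNA of macrophage-like cells, estimated as above, would give more Cd74 than was seen in every day 6 tumour of SCC31, SCC35 and SCC37. Their rises cannot be separated from it. Cd74 in SCC32 and SCC40 and Cxcl10 lay above its upper limits, except Cxcl10 in SCC31 day 6 tumour 2. The largest fitted changes were those of Prl2c2, Ido1 (ENSMUSG00000031551) and Krt16 (ENSMUSG00000053797) (higher) and Pgm5 (ENSMUSG00000041731), Cdk15 (ENSMUSG00000026023) and Cyp1b1 (ENSMUSG00000024087) (lower) in SCC32. They were Gm42869 (ENSMUSG00000105137), P2rx6 (ENSMUSG00000022758) and Ccl4 and Chrng (ENSMUSG00000026253), Myog (ENSMUSG00000026459) and Acta1 (ENSMUSG00000031972) in SCC35 and Krt16, Ubd and Wfdc13 (ENSMUSG00000067704) and Myom2 (ENSMUSG00000031461), Myh3 (ENSMUSG00000020908) and Sgca (ENSMUSG00000001508) in SCC37. The genes were Apol6 (ENSMUSG00000033576), Serpinb2 (ENSMUSG00000062345) and Hspb7 (ENSMUSG00000006221) and Rapsn, Sucnr1 and Ighm (ENSMUSG00000076617) in SCC40, and Lgals7 (ENSMUSG00000053522), Slfn5 and Chil3 (ENSMUSG00000040809) and Eif2s3y, Crebl2 (ENSMUSG00000032652) and Fam13c (ENSMUSG00000043259) in SCC31.

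The day 16 minus day 6 change of the rejected line SCC40 was tested against its mean in the non-rejected lines SCC32, SCC35 and SCC37. A difference was called for 2793 genes (1219 higher, 1574 lower) in Xist-low cells, 24 genes (10 higher, 14 lower) in macrophage-like cells and 2 genes in T cell-like cells. Without SCC40 day 16 tumour 1 the Xist-low count was 1429. Within the lines' own libraries the counts were 3910, 41 and 5. The macrophage-like count was 12 without SCC32 day 6 tumour 1, 15 without SCC32 day 6 tumour 2, 13 without SCC37 day 6 tumour 1, 14 without SCC37 day 6 tumour 2 and 11 without SCC37 day 16 tumour 2. Among SCC40 tumours it was 11 without day 6 tumour 1, 9 without day 6 tumour 3, 9 without day 16 tumour 1 and 1 without day 16 tumour 2. The T cell-like count was 0 without SCC32 day 16 tumour 2, 0 without SCC35 day 16 tumour 1, 4 without SCC35 day 16 tumour 2, 0 without SCC37 day 6 tumour 2, 4 without SCC40 day 6 tumour 3 and 0 without SCC40 day 16 tumour 2. In Xist-low cells 7 listed genes were called (9 adjusted over the list alone). Their log2 differences (SE, adjusted p) were -0.78 (0.17, 0.00140) for Tap1, -1.31 (0.23, 0.000121) for Nlrc5, -2.05 (0.45, 0.00147) for Cd274, -1.83 (0.59, 0.0235) for Cxcl9, -1.58 (0.35, 0.00140) for Cxcl10, -2.52 (0.50, 0.000602) for Ptgs2 and 1.0 (0.26, 0.00584) for Mki67. By day 20, Tap1, Nlrc5, Cxcl9 and Cxcl10 rose in SCC35, but Tap1, Nlrc5, Cd274 and Cxcl9 fell in SCC32. Falls of the latter genes may not set SCC40 apart from every non-rejected line. In macrophage-like and T cell-like cells 0 listed genes were called. The 2 T cell-like genes, chosen after their values were seen, were Il13 (log2 difference 8.57, SE 1.62) and Lmna (ENSMUSG00000028063, log2 difference -2.28, SE 0.44), both at adjusted p 0.00907.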

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

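Leaving out the mix library, and counting which of the called genes were called again, were chosen as tests only after the interaction counts had been seen, while the tests by thinning, by host RNA and by shared barcodes were written before their results. The groups compared held at most 3 tumours, so no single tumour was tested for its distance from its group.

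The difference between groups that was tested as an interaction called 2793 genes in Xist-low cells, 24 in macrophage-like cells and 2 in T cell-like cells: the day 16 minus day 6 change in SCC40, the rejected line with tumours at day 16, differed from its mean in SCC32, SCC35 and SCC37. Without the mix library 3910, 41 and 5 genes were called, among them 2589 of the 2793, 17 of the 24 and both T cell-like genes (2 of 2), which argues against the mix library as the whole source. RNA from host cells would favour genes with a higher level in host cells. These were 7.45% of the called genes against 8.3% of those tested in Xist-low cells, which argues against it as a whole cause. Thinned to the same depth, 105868 UMIs per tumour in macrophage-like and 27021 in T cell-like cells, 14 and 2 genes were called, among them 9 of the 24 and 0 of the 2. In Xist-low cells, thinning to 953873 UMIs per tumour gave 764 genes, of which 727 were among the 2793. A loss of most calls was written beforehand for unequal depth. Most genes called before were lost in all 3 classes, but the number called fell that far only in Xist-low cells. Thinning also lowers power, so depth and a real difference cannot be told apart, although 727 and 9 calls do not need unequal depth. The authors' processing applied no normalization. Day 6 tumour 3 of SCC40 and of SCC35 are in the mix library. Only without it do the days of these lines share a library, so only there does a library effect common to both days drop out, and one specific to a day stays open. A shift between clusters within a class stays open and was not tested. A biological difference between SCC40 and the other lines stays open as untested, and with 1 rejected line it may belong to the line and not to rejection.

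Hashtags that the authors' table does not list for a library gave counts, which are data outside the comparisons. They were 27 counts in the SCC31 library (2 hashtags, 0.00101% of its hashtag counts), 380 in SCC40 (2 hashtags, 0.0009%) and 2397 in the mix library (3 hashtags, 0.00706%). If reads of another library reached them at shared barcodes, barcodes with a count would lead by that hashtag in another library more often. For the most abundant one of the mix library this was so for 1.72% of barcodes with a count and 1.32% of those without (Fisher's exact test p 0.257), which argues against it there. In the SCC31 library 10.5% of 19 barcodes and 37.5% of 8 barcodes did (Fisher's exact test p 0.0177 and 2.02e-05), so shared barcodes may contribute to those 27 counts. In SCC40 the 2 hashtags gave p 0.169 and 1. No biological explanation was tested, since the design gives none.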

How the results depend on the processing

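Leaving out the mix library, the background-scaled hashtag rule, the day 6 line contrasts without SCC31 mix tumours, the stratified share test and the contrasts with day 0 were chosen only after results had been seen. Of 475 counts of called genes under alternatives other than leaving out a tumour, 387 stayed within 1.5 times the value in the report and 88 did not. Of 5635 values for single named genes, 5259 kept their direction and side of the threshold, 376 kept their direction but lost their call, and 0 reversed. Of 261 share values 242 kept both, 18 lost their call and 1 reversed. Of the overall class shares 14 of 24 moved beyond their binomial interval, and of the yields 38 of 42 did. The 30 sex-linked values moved by less than the spread between tumours. Except where a cause is given, the cause of the changes below was not tested.

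The counts that changed by more than 1.5 times are given by setting, each after the count in the report. Without a low count filter the counts went in Xist-low cells between lines SCC35 minus SCC31 451 to 762, in macrophage-like cells interaction 24 to 101, in T cell-like cells SCC32 11 to 25, SCC37 6 to 23, SCC40 45 to 83 and interaction 2 to 9. With the DESeq2 Wald test the counts went for the Xist-low outcome 0 to 2, in Xist-low cells between lines SCC35 minus SCC31 451 to 707, in T cell-like cells SCC32 11 to 19, SCC35 16 to 26, SCC40 45 to 16 and interaction 2 to 1. With at least 50 cells per tumour the counts went in Xist-low cells between lines SCC37 minus SCC31 1134 to 1718, in T cell-like cells SCC32 11 to 35, SCC35 16 to 9 and SCC40 45 to 97. Without doublet removal the counts went in Xist-low cells over time SCC32 1224 to 711 and SCC37 536 to 341, in Xist-low cells between lines SCC35 minus SCC31 451 to 720. They went in Xist-low cells from day 0 to day 6 SCC35 865 to 365, in macrophage-like cells interaction 24 to 15, in T cell-like cells SCC32 11 to 23, SCC37 6 to 1 and interaction 2 to 0. Without the mix library the counts went in Xist-low cells over time SCC32 1224 to 2590 and SCC37 536 to 1430, in Xist-low cells from day 0 to day 6 SCC31 2545 to 26, SCC32 2702 to 4185 and SCC37 1687 to 2915. They went in macrophage-like cells SCC32 638 to 1009, SCC35 933 to 539, SCC37 212 to 511 and interaction 24 to 41, in T cell-like cells SCC32 11 to 34, SCC35 16 to 2, SCC37 6 to 16 and interaction 2 to 5. With only the groups compared the counts went in Xist-low cells over time SCC32 1224 to 1881 and SCC37 536 to 1198, in Xist-low cells between lines SCC35 minus SCC31 451 to 27, SCC37 minus SCC31 1134 to 485 and SCC40 minus SCC31 1802 to 763. They went in Xist-low cells from day 0 to day 6 SCC31 2545 to 1074, SCC32 2702 to 5467, SCC35 865 to 206 and SCC37 1687 to 2647, in macrophage-like cells SCC35 933 to 552, SCC37 212 to 526 and interaction 24 to 107, in T cell-like cells SCC32 11 to 33, SCC35 16 to 25, SCC37 6 to 24 and SCC40 45 to 9. Inside the mix library the counts went in Xist-low cells between lines SCC35 minus SCC31 451 to 0, SCC40 minus SCC31 1802 to 100 and SCC40 minus SCC35 6514 to 1056. At day 6 without the SCC31 tumours of the mix library the counts went in Xist-low cells between lines SCC32 minus SCC31 1914 to 884, SCC35 minus SCC31 451 to 1121, SCC37 minus SCC31 1134 to 541 and SCC40 minus SCC31 1802 to 1048. With classes from resolution 0.5 the counts went in macrophage-like cells SCC32 638 to 425, SCC37 212 to 69, SCC40 541 to 243 and interaction 24 to 10, in T cell-like cells SCC32 11 to 2, SCC37 6 to 0 and interaction 2 to 0. With classes from resolution 2.0 the counts went in macrophage-like cells interaction 24 to 15, in T cell-like cells SCC35 16 to 1 and SCC40 45 to 27. With the loose cell filter the counts went in macrophage-like cells SCC37 212 to 127 and interaction 24 to 12, in T cell-like cells SCC37 6 to 3.  With a hashtag ratio of 4 the counts went in Xist-low cells from day 0 to day 6 SCC35 865 to 2618, in T cell-like cells SCC35 16 to 9, SCC37 6 to 0 and interaction 2 to 0. With a hashtag minimum of 30 the counts went in T cell-like cells SCC37 6 to 3. With the background-scaled hashtag rule the counts went in Xist-low cells from day 0 to day 6 SCC35 865 to 3239, in T cell-like cells SCC32 11 to 18, SCC37 6 to 0 and interaction 2 to 0.  Inside the mix library and at day 6 alone, fewer tumours enter by construction. At least 50 cells per tumour and the strict cell filter left too few tumours for the T cell-like contrasts of SCC37 and the interaction, which have no value there.

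Replicate numbers 1 and 2 do not pair tumours: after removal of the group means, their correlation over genes ranged from -0.13 to 0.34, and number 3 is the mix library, whose tumours correlated at 0.60 to 0.66 in Xist-low and 0.18 to 0.35 in macrophage-like cells of SCC35 and at 0.54 in Xist-low cells of SCC40, as a library effect would give. With the replicate number as a block the counts went in Xist-low cells over time SCC37 536 to 830, in Xist-low cells between lines SCC37 minus SCC31 1134 to 713. They went in macrophage-like cells interaction 24 to 48, in T cell-like cells SCC32 11 to 19, SCC37 6 to 10 and interaction 2 to 4. The block changed no other count by more than 1.5 times.

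Share results changed as follows, as raw p of the exact permutation test between lines with the adjusted p in parentheses. Without doublet removal the exact permutation p went, for Xist-low cells day 6 0.0336 to 0.0436 (0.0654) and macrophage-like cells day 10 0.0359 to 0.0748 (0.0898). Without the mix library the exact permutation p went, for Xist-low cells day 6 0.0336 to 0.181 (0.190), macrophage-like cells day 10 0.0359 to 0.0222 (0.0667), T cell-like cells day 6 0.00216 to 0.0571 (0.110) and T cell-like cells day 10 0.0179 to 0.0730 (0.110), and the stratified change of Xist-low cells went from 12.8 to 10.1 percentage points (exact permutation, adjusted p 0.178). With classes from resolution 2.0 the exact permutation p went, for Xist-low cells day 6 0.0336 to 0.0339 (0.0679), macrophage-like cells day 10 0.0359 to 0.0313 (0.0679), T cell-like cells day 6 0.00216 to 0.488 (0.488) and T cell-like cells day 10 0.0179 to 0.0737 (0.111). With the strict cell filter the exact permutation p went, for Xist-low cells day 6 0.0336 to 0.128 (0.153), macrophage-like cells day 10 0.0359 to 0.0681 (0.102), T cell-like cells day 6 0.00216 to 0.0574 (0.102) and T cell-like cells day 10 0.0179 to 0.0364 (0.102), and the stratified change of Xist-low cells went from 12.8 to 8.81 percentage points (exact permutation, adjusted p 0.229). With the background-scaled hashtag rule the exact permutation p went, for macrophage-like cells day 10 0.0359 to 0.0446 (0.0535). With the immune-like denominator the exact permutation p went, for T cell-like cells day 6 0.00216 to 0.0582 (0.0776). With immune-like cells as the denominator, the change of macrophage-like cells in SCC35 reversed from -8.06 to 4.3 percentage points (exact permutation, adjusted p 0.7), where by construction Xist-low cells no longer enter. Over the alternatives that kept their calls, the stratified change ranged from -23.1 to -14.6 percentage points for macrophage-like cells and from 8.37 to 35.1 for T cell-like cells.

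The number of kept cells, 55177 in the report, was 66887 without doublet removal, 58394 with the loose and 49417 with the strict cell filter. The share of assigned barcodes, 86.3% in the report, was 74.8% with a hashtag ratio of 4, 85.8% with a hashtag minimum of 30 and 85.3% with the background-scaled rule, each by construction. 

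Leaving out each tumour in turn moved 67 of 252 counts of called genes by more than 1.5 times, and the tumours concerned are named with the report's counts. A lone tumour left in a group was assumed to vary like the others. The lowest and highest counts were as follows. In Xist-low cells over time they were SCC32 219 to 1228, SCC37 73 to 257 and SCC40 1279 to 2286. For the Xist-low interaction they were 1429 to 2914. In Xist-low cells between lines they were SCC32 minus SCC31 1150 to 1995, SCC35 minus SCC31 317 to 1164, SCC37 minus SCC31 445 to 1270, SCC37 minus SCC32 1987 to 2985 and SCC40 minus SCC37 2944 to 5127. In Xist-low cells from day 0 to day 6 they were SCC31 41 to 2902, SCC32 1432 to 1697, SCC35 253 to 1200, SCC37 542 to 1255 and SCC40 3227 to 5031. In macrophage-like cells they were interaction 1 to 25, SCC32 142 to 546, SCC35 565 to 817, SCC37 8 to 96 and SCC40 81 to 502. In T cell-like cells they were interaction 0 to 4, SCC32 2 to 20, SCC35 4 to 16, SCC37 0 to 7 and SCC40 6 to 54. Of 2702 values for named genes 371 lost their call and 0 reversed. Of 294 share values 38 lost their call and 0 reversed. The ranges, as raw p of the exact permutation test or as percentage points for the stratified change, were T cell-like cells day 10 0.00938 to 0.0425, Xist-low cells day 10 0.00250 to 0.0184, Xist-low cells day 6 0.00490 to 0.0945, macrophage-like cells day 10 0.00410 to 0.0954 and the stratified change of Xist-low cells 8.72 to 16.9.

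Depth limits the T cell-like contrasts most, where simulated 4-fold changes were recovered for 32 to 72% of genes, against 81.5 to 92% in Xist-low cells.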

Other observations

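The tests of the Y-linked counts in the mix library and by lower depth, and the second line score, were chosen only after results had been seen. The first line score, the test of SCC35 counts and the other splits of the tumours were written before. The rule that reads the scores against control tumours was made symmetric after the values had been seen.

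Xist-low cells with SCC31 hashtags in the mix library carried 6 Y-linked counts where the day 0 rate of SCC31 gives 123, so a candidate explanation is that cells of another line were assigned to these hashtags. The day 6 tumours of the SCC31 library gave 3 counts in 60490 UMIs and 0 in 45921 (95% Poisson intervals 10.2 to 145 and 0 to 80.3 CPM). These few counts leave a lower rate in tumours than at day 0 open, so the Y-linked counts alone do not decide. A line score from genes chosen on day 0 cells gave another line as the best for 95.3% of 150 such cells, against 8.7% to 13.6% in the 2 SCC31 tumours of its own library (22 and 23 cells) and 83.9% or more in 35 tumours of other lines. That score read few tumour cells of SCC37 (7.21% to 12.6%) and SCC40 (4.51% to 29.1%) as their own line. A second score was then made, with genes chosen on samples that include the SCC31 controls. It gave 87.2% of 149 cells, against 9.09% to 21.7% in the controls and 61.2% or more in the others, and it read 8.60% to 27.3% of SCC37 cells, and 26.6% to 27.4% of SCC35 cells of day 20, as their own line. Y-linked genes and Xist were left out of both scores, so loss of the Y chromosome could lower the counts but would not by itself change the scores. The 2 scores were the only ones tried. SCC35 was the best line of 60 of 74 cells at day 6 and 56 of 76 at day 10 by the first and of 41 of 74 and 40 of 75 by the second. The first also gave SCC35 for most tumour cells of SCC37 and SCC40, so it does not separate these lines. The second gave SCC40 for 4 and 3 cells, against 48.9% and 65.0% of the cells of the SCC40 tumours in the mix library, which argues against SCC40 as their only source. Cluster 15, with 653 cells in the SCC35 library and 0 in those of SCC31 and SCC40, held 18.9% of the cells under the SCC31 hashtag at day 6. SCC35 is the line given most often, and a mixture of lines stays open. All results of SCC31 that use the mix library carry this limit.

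The SCC32 tumour 2 of day 20 had 13 Y-linked counts where the rate of the other tumours gives 146 at its depth, which argues against lower depth. A mislabelled tumour would score as another line. The first score gave another line for 26.8% of its cells, within the 25.6% to 59.4% of the 7 other SCC32 tumours, and the second for 18.7%, within 13.3% to 19.6%, which argues against a wrong label. Loss of the Y chromosome may explain it and was not tested.

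In SCC35 Xist-low cells, 42 of 13550 cells held 2 or more Y-linked counts where random spread of the 187 counts gives 2.21, which argues against free RNA or barcode errors spread evenly over cells. Cells of another line among them stay open.

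Muscle genes fell from day 0 to day 6 in SCC35 and SCC37. At day 0 Myog, Acta1 and Chrng were detected in 3, 4 and 4 of 962 SCC35 cells and in 6, 9 and 30 of 702 SCC37 cells, and in at most 0.378% of macrophage-like cells, a class that should lack them. At day 0 these genes had 40, 279 and 51 counts in SCC35 and 93, 379 and 211 in SCC37, so few cells carry the changes in both lines. At resolution 2.0, a cluster named muscle held 21 cells of the SCC37 library and 2 of the SCC35 library. These genes were chosen after their values were seen.

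Other splits of the tumours used 40 draws per line contrast, the real one included, not 100, because of run time. For the test over 5 lines and each of the 10 pairs, 1 of 40 splits gave as many genes, the real one. Without adjustment over these tests, this argues against chance over the 5 lines. Other splits mix lines within a group and gave medians of 0 genes, so single pairs are not decided. The fit held days 6 and 10 alone. The real split called 8712 genes over 5 lines and 246 for SCC35 minus SCC31 there, against 9411 and 451 in the report. For SCC35 over time, 1 of 10 splits gave as many in Xist-low and in macrophage-like cells, where 3 tumours against 3 cannot exclude chance.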
